A study of Vitis vinifera and Vitis riparia and Vitis amurensis with 189 samples.

How the data were processed

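The series followed dormant buds of 4 grapevine genotypes at room temperature, from day 0 until budburst was seen. Per the labels, Vitis amurensis and Vitis riparia are wild species kept in a germplasm repository. Cabernet Sauvignon and Riesling are cultivars of Vitis vinifera from a commercial vineyard. Canes were cut to pieces with 1 node, which stood in water, and buds were frozen on successive days. RNA was extracted with the Sigma Spectrum plant kit and made into libraries by a modified form of a published strand-specific protocol, per the labels' protocols.

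Each of the 189 libraries came as a table of whole-number counts per gene, as deposited. It holds 42394 gene rows and 5 bookkeeping rows for records that were not assigned to a gene, in the form that the counting program HTSeq uses. The aligner, the counter, the genome build and the annotation are not stated per the labels or the files. The gene identifiers have the Vitvi form. None of them matched the gene table used here for names (assembly ASM3070453v1), so identifiers stand alone, without gene names, positions or a test of gene families, and at most 2 rising and 2 falling genes are named. Where reads of paralogs were split or set aside by the authors' counting cannot be seen from the counts. Records that the counter found to align to more than 1 place made up a median of 10.4% of a library's records and were not counted to genes.

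Genotype, day and replicate number were taken from the labels. The wild or cultivated class came from the series' design text and divides the libraries in the same way as growing site and as V. vinifera against the other species. The wild class holds 2 species. The gene identifiers are those of a Vitis vinifera annotation, so the class also stands for distance from that reference, and class differences cannot be told apart from these. Groups held 2 to 6 libraries. Replicate numbers recur on every day. Whether they pair libraries across days was checked by the correlation of deviations from group means, and each count of genes was also fitted with the replicate number as a block. The pairing in that fit comes from the replicate numbers in the labels.

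The comparisons, tests, alternatives and the rule for naming genes were set before the data were examined. In each genotype, edgeR's quasi-likelihood test (version 4.0.16, in R 4.3.3) was fitted to the counts of all its days with day as a factor, TMM normalization and edgeR's expression filter. The last day, day 1 and day 9 were the main contrasts with day 0. Day 9 is the latest day with 3 libraries in every genotype. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. The wild against cultivated comparison used days 0 and 9 of the 4 genotypes in one fit, with the contrast at day 0 and the interaction of class with the change from day 0 to day 9. Genes shared by the genotypes were the intersection of the 4 last-day tests.

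A common axis was computed from log2 CPM, the count scaled to a common library size (TMM, prior count 2), of 23678 genes, after each gene's day 0 mean in its genotype was subtracted. The score is the first principal component of the 189 libraries without further centring. It was divided by the mean of the 4 last-day means, so that 1 stands for the average end of a series. That scaling was added after the design was fixed and changes no test. Slopes of the score on day used the 10 days that all genotypes share. Differences between slopes were tested by permuting genotype within day (100000 resamples, two-sided) with adjustment over the 6 pairs of genotypes, in Python 3.11.15 with NumPy 2.4.6. The named genes are the 2 rising and the 2 falling genes, among those changed in the same direction in all 4 genotypes at the last day, whose smallest absolute log2 fold change over the genotypes was largest, with a mean log2 CPM of at least 3 over all libraries. The same rule at day 1 and a like rule for the interaction gave genes that are summarised without identifiers.

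The gene tests were tried on simulated counts drawn from the real libraries' means and sizes, with the same dispersion for every gene. With 3 libraries against 3 and 18479 genes, 82 of 200 changed genes were recovered with 3 false calls, and 72 of 88 genes changed 4-fold were recovered. With the replicate number as a block, 79 were recovered with 3 false calls. The interaction fit on 20218 genes recovered 163 of 200 with 7 false calls, where all 200 were changed 4-fold. Far fewer genes were changed in these simulations than passed in the real contrasts. They therefore do not show the rate of false calls there. For the common axis, values rising in a straight line with added normal noise, not counts, were simulated on 2000 genes. A slope ratio of 2 came back as 2.02.

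Pairs of libraries within a group were compared by the biological coefficient of variation (BCV) of the pair and by chi-square per gene. Pairs with a BCV below the smallest in groups of 2 or 3 libraries are called near copies below. Their chi-square exceeded that of pure sampling, and they stayed separate in the main fits. That excess does not show that they are independent samples. In every mean ± SD they entered as their mean and counted once in n, and fits with the pairs summed were tried as an alternative. Marker genes for each cultivar had at least 5 CPM in every library of that cultivar on days 0, 1 and last, and a mean of at most 0.5 CPM in the other cultivar's libraries of those days. The level of each marker was divided by its mean in those reference libraries. The share of a cultivar is its mean marker level as a percent of the sum for both cultivars. The marker definition was set after a mismatch between labels and expression had been seen. Libraries of the other days were scored without having served as reference.

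Alternatives set beforehand were DESeq2's size-factor method within edgeR (RLE), DESeq2 (version 1.42.0), no expression filter, only the days compared in the fit, the replicate number as a block, an absolute log2 fold change of at least 1, leaving out each library in turn, and for the axis a prior count of 0.5, 500 genes and days 0 to 5. Alternatives chosen after seeing the data were the no-feature share as a covariate, only libraries with a no-feature share of at most 25%, only libraries with at least 1000000 gene counts, near copies summed, and fits without the cultivar libraries whose markers differ from the label. No library was left out of the main results.

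Depth was measured as the sum of counts over genes, and the smallest level a library can show was taken as 3 counts of its total. Shares of single libraries have 95% Wilson intervals. Such intervals and floors cover counting error only, since amplified reads are not independent molecules. Figures were drawn with matplotlib 3.10.9.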

Results

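The data are gene counts from libraries of grapevine buds, taken as dormant canes were moved from winter vineyards to room temperature and held there until budburst. Buds of the wild species V. amurensis gave 32 libraries from days 0 to 10, without day 6, and those of the wild V. riparia gave 47 from days 0 to 12. Among the cultivars of V. vinifera, Cabernet Sauvignon gave 58 libraries from days 0 to 17 and Riesling gave 52 from days 0 to 15. On day 0 there were 5, 6, 3 and 3 libraries of these genotypes in that order, and the last day had 3 in each. Total gene counts per library ran from 168521 to 21262793 with a median of 5021120. A total below 1000000 was found in 14 libraries. With 3 counts as the smallest visible amount, the floor was 0.141 CPM in the deepest library and 17.8 CPM in the shallowest, V. riparia day 4 replicate 2. A median of 22450 genes had at least 1 count. Libraries of the same genotype and day had a median Pearson correlation of 0.955 across genes, and the lowest was 0.759, between V. riparia day 4 replicates 1 and 2.

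The share of records outside annotated genes, called the no-feature share below, had a median of 14.5% and differed between libraries of one day. It exceeded 25% in 37 libraries, 29 of which came from day 9 or later. In Cabernet Sauvignon on days 12 to 17 it ran from 26.2% to 38.0% in replicate 1 and from 26.5% to 39.9% in replicate 3, against 10.1% to 13.2% in replicate 2. Riesling on days 12 to 15 had 27.5% to 34.2% in replicate 1, 25.1% to 31.9% in replicate 3 and 9.39% to 13.5% in replicate 2. On day 9 the order was the reverse, with 29.8% to 38.3% in replicate 2 of the 4 genotypes and 9.75% to 14.6% in replicates 1 and 3. V. amurensis day 10 replicate 2 had 34.9%. At day 0 the highest share was 21.1%. The highest of all was 69.0% in V. riparia day 4 replicate 1, with a 95% Wilson interval from 69.0% to 69.1%. The labels name no library batch. No day 0 library lies above 25%, so contrasts with day 0 could be recomputed within the libraries of at most 25% but not within those above it. At the last day of V. riparia, Cabernet Sauvignon and Riesling a single library has at most 25%, so there the share and the day cannot be separated by subsetting.

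**Figure D1:**
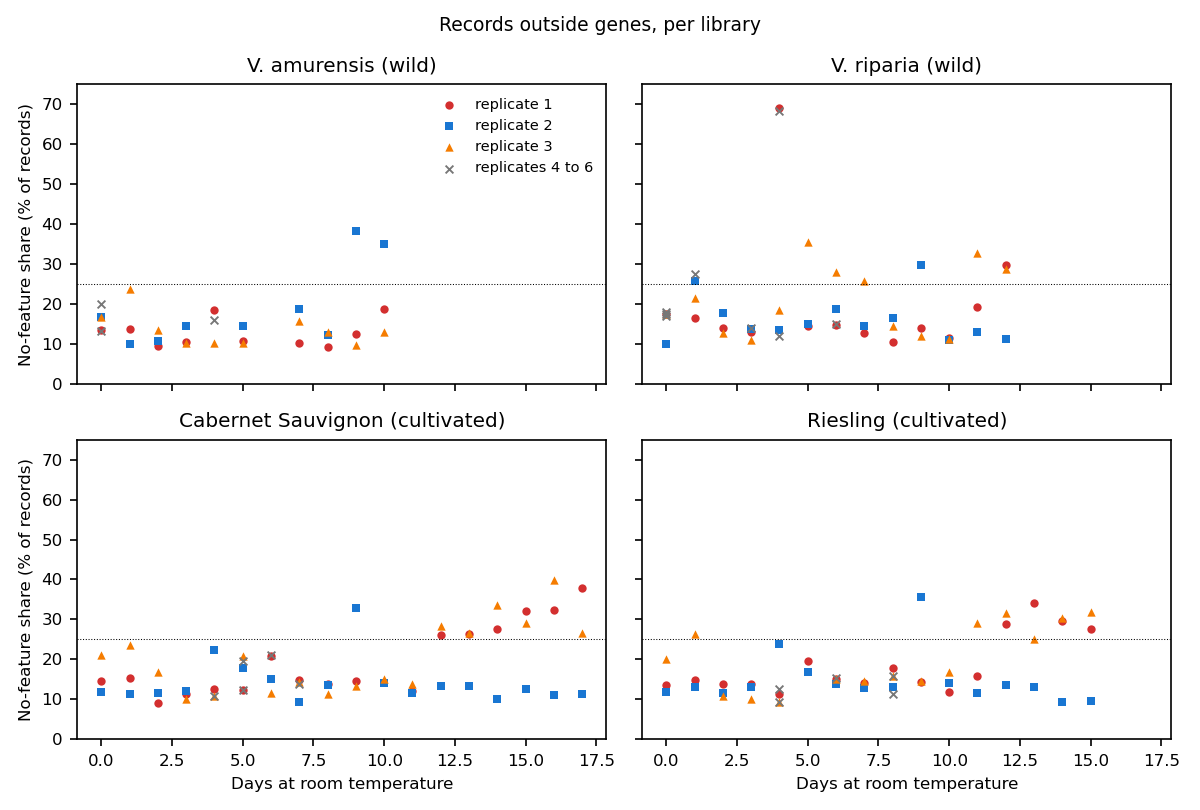
No-feature share in percent of all records (vertical axis) against days at room temperature (horizontal axis), with a point per library, a panel per genotype and colours for replicate numbers; the dotted line marks 25%. Replicate 2 of both cultivars stays at or under 13.5% from day 12 on while replicates 1 and 3 lie above 25%, and the highest value is 69.0%, in V. riparia day 4 replicate 1.

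Among the 235 pairs of libraries of the same genotype and day, 12 pairs were closer to each other than any others. Their BCV lay between 0.0416 and 0.0783, whereas the smallest BCV in groups of 2 or 3 libraries was 0.102 and the median there was 0.275. Each of these near copies involved a replicate number above 3, and they occurred in 10 of the 13 groups with 4 to 6 libraries. Their chi-square per gene ran from 1.34 to 3.1. The smallest value in groups of 2 or 3 was 4.44, but 3 other pairs in groups of 4 to 6 were also at or below 3.1, so chi-square alone does not set the near copies apart. No pair of libraries had identical counts. Near copies were counted as 1 sample in means and in n.

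**Figure D2:**
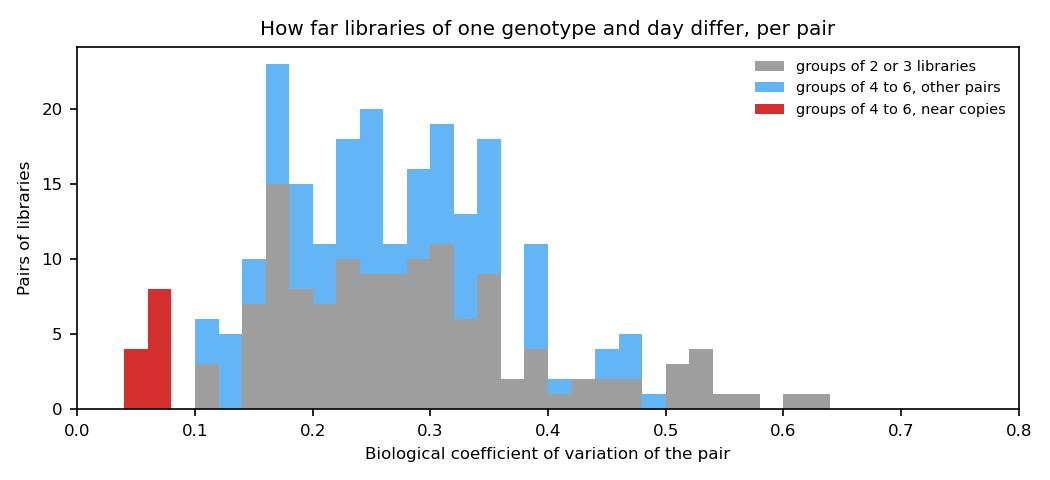
Number of pairs of libraries of the same genotype and day (vertical axis) by the biological coefficient of variation of the pair (horizontal axis, no unit), stacked by kind of group. The 12 near copies lie between 0.0416 and 0.0783, to the left of all other pairs.

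The genotype given by the labels was compared with expression. With 7 marker genes of Cabernet Sauvignon and 10 of Riesling, taken from days 0, 1 and last, 68 of 71 cultivar libraries on the other days except 5, 8 and 11 had at least 90% of the markers of the cultivar on their label. All 21 libraries labelled Cabernet Sauvignon or Riesling on days 5, 8 and 11 carried the markers of the other cultivar instead, with a median of 99.7% and a minimum of 93.3%. Markers of both cultivars were present in 3 libraries. The other cultivar's share was 35.0% in the library labelled Cabernet Sauvignon day 6 replicate 1, 34.9% in its near copy, replicate 4, and 28% in that labelled Riesling day 4 replicate 2. These shares rest on 766, 2481 and 155 marker counts. Of 55 wild libraries scored in the same way with markers of the wild species, 53 had at least 90% of their labelled species. Libraries were kept under their labels throughout. The contrasts of day 0 with days 1, 9 and last do not use days 5, 8 or 11 except in the estimate of spread.

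**Figure D3:**
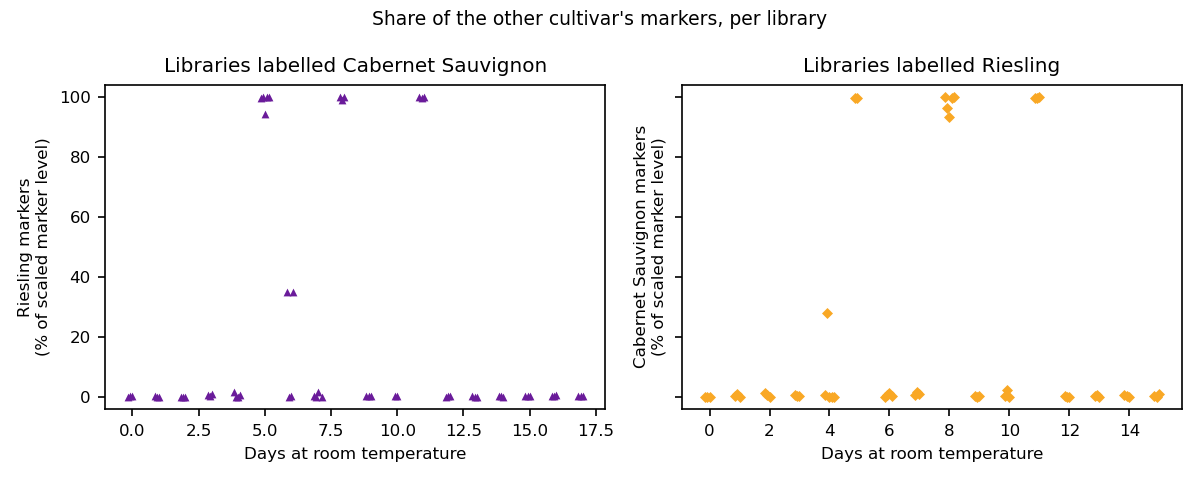
Share of the other cultivar's markers in percent of the scaled marker level (vertical axis) against days at room temperature (horizontal axis), with a point per library, for libraries labelled Cabernet Sauvignon and Riesling. Every library on days 5, 8 and 11 lies at or above 93.3%, and 3 libraries on days 4 and 6 lie between 28% and 35.0%.

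The change in expression from the dormant state to the end of forcing was measured by comparing the last day with day 0 in each genotype with edgeR's quasi-likelihood test. In V. amurensis 13609 of 20768 tested genes passed at day 10, of which 7575 were higher and 6034 lower than at day 0. V. riparia had 12783 of 20358 genes at day 12, with 7032 higher and 5751 lower. In Cabernet Sauvignon at day 17, 13862 of 21485 genes passed, 8076 of them higher and 5786 lower. Riesling at day 15 had 13321 of 21153 genes, 7136 higher and 6185 lower. A change of at least 2-fold in addition was met by 11290, 10931, 11969 and 11382 genes in this order of genotypes. The alternative that moved a last-day count most was the requirement of at least a 2-fold change, and with the replicate number as a block the counts were 12821, 11955, 13885 and 13339. Over all days, deviations from group means correlated at 0.0112 between libraries of the same replicate number on different days and at -0.00355 between those of different numbers. Between day 0 and the last day these values were 0.0396 and -0.0126. By genotype the same-number value there ran from -0.0355 in Riesling to 0.118 in Cabernet Sauvignon, from 3 pairs of libraries each. Among days from 9 on the numbers paired more, with 0.131 and -0.0649 over the genotypes. Same-number values among these days ran from 0.107 in Cabernet Sauvignon to 0.471 in V. amurensis, the latter from 3 pairs of libraries. Deviations sum to 0 in each group, so values for different numbers, here and at day 1, largely follow from the same-number ones. They are no separate baseline, and no p was computed for the pairing. With the no-feature share as a covariate, each last-day count was between 0.995 and 1.01 times the count without it, and the log2 fold changes shifted by a median of 0.0403 to 0.0801.

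The response to the first day at room temperature was measured at day 1. It covered 6128 genes in V. amurensis, 4927 in V. riparia, 5049 in Cabernet Sauvignon and 3825 in Riesling. The replicate block changed these to 4994, 3776, 5037 and 3794, where libraries of the same number correlated at 0.139 between days 0 and 1 and others at -0.0416. The count for V. riparia depended on the libraries used. It was 3038 after near copies were summed, which left 4 day 0 and 3 day 1 samples, and 3077 in libraries with a no-feature share of at most 25%. At day 9 the counts were 13379 in V. amurensis, 11768 in V. riparia, 10505 in Cabernet Sauvignon and 9523 in Riesling. With the replicate block the day 9 counts were 12583, 10808, 10496 and 9473. Pairing between days 0 and 9 was 0.0196 over the genotypes. By genotype it was 0.0220, 0.121, -0.122 and 0.0578 in the same order, from 3 same-numbered pairs of libraries each. Fits to days 0 and 9 alone gave 6961 genes in Cabernet Sauvignon and 5567 in Riesling. On the days between, the count rose overall but not from each day to the next. In Cabernet Sauvignon it fell from 12544 at day 12 to 12195 at day 13 and from 13581 at day 14 to 12331 at day 15. V. amurensis reached 12758 genes at day 5 and stayed between 13379 and 13609 from day 7. V. riparia reached 12872 genes at day 10. Libraries labelled Cabernet Sauvignon reached 12528 genes at day 11, and those labelled Riesling 12968 genes at day 14. More genes rose than fell at each of days 1, 9 and last in each genotype.

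**Figure D4:**
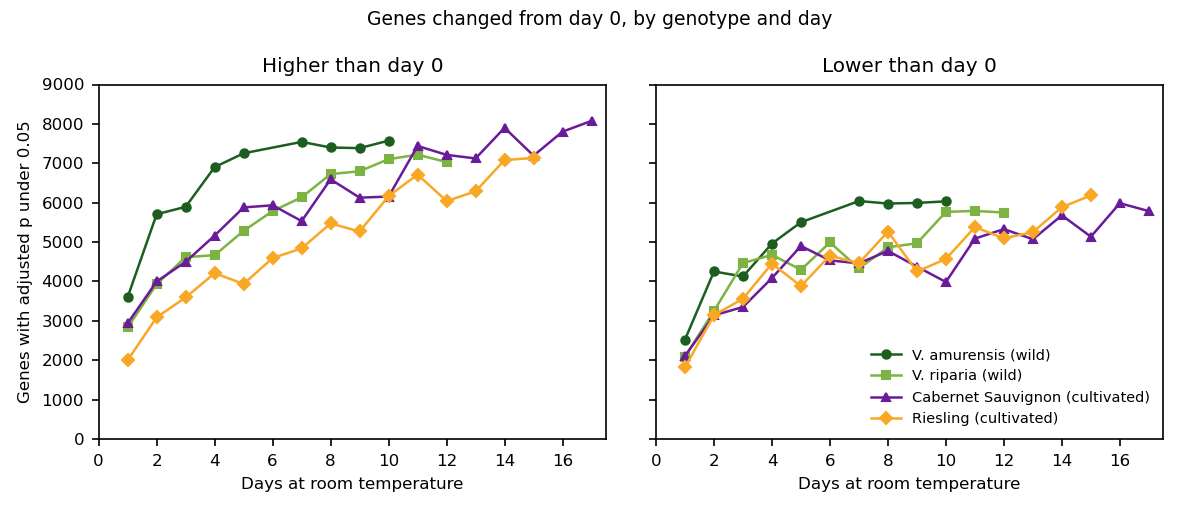
Number of genes with an adjusted p under 0.05 against day 0 (vertical axis) by days at room temperature (horizontal axis), for genes higher (left) and lower (right) than at day 0, with a line per genotype. In rising genes V. amurensis lies above the other genotypes on each of its days from 1 to 9, and the last-day numbers of rising genes lie between 7032 and 8076.

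The series asks about gene regulation in wild and cultivated vines, and the genes changed in all genotypes were counted first. Of 18831 genes tested in all 4 genotypes, 7468 changed in the same direction at the last day, 4189 upward and 3279 downward. If the genotypes had been independent, 450 would be expected. A change in all 4 genotypes with mixed directions was seen in 127 genes. The replicate block in the 4 fits (pairing 0.0396 between day 0 and the last day) gave 7029 shared genes. At day 9 in each genotype 5014 genes were shared, or 4706 with the block, and at day 1 there were 1334, or 1057 with the block.

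Vitvi02g00531 and Vitvi14g01929 had the largest shared increases by the rule set beforehand. Vitvi02g00531 was at 0.285 ± 0.317 CPM (SD, n = 4) on day 0 in V. amurensis and at 708 ± 249 CPM (n = 3) on day 10. Its log2 fold change was 11.53 ± 0.645 (SE) there, 12.93 ± 1.47 in V. riparia, 13.12 ± 1.48 in Cabernet Sauvignon and 11.52 ± 1.42 in Riesling. Its day 0 means were at most 0.285 CPM, below the median floor of 0.597 CPM, so the size of these fold changes rests on few counts. It had already risen by 5.89 on the log2 scale at day 1 in V. amurensis, where edgeR's adjusted p was 2.23e-07, and had not passed at day 1 in the other genotypes (adjusted p from 0.429 to 0.986). Vitvi14g01929 reached 1582 ± 667 CPM (SD, n = 3) in V. amurensis and 1755 ± 231 CPM (n = 3) in Riesling at the last day. Its log2 fold changes ran from 11.45 ± 1.26 (SE) in Cabernet Sauvignon to 13.84 ± 2.06 in Riesling. Its day 0 means were at most 0.569 CPM, also below the median floor, and the Riesling value rests on 1 count over the 3 day 0 libraries, so the size of these changes is uncertain too. The largest edgeR adjusted p over these increases was 2.51e-07.

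Vitvi02g00605 and Vitvi07g02242 had the largest shared decreases. Vitvi02g00605 was at 4922 ± 1780 CPM (SD, n = 4) on day 0 in V. amurensis and 9624 ± 3090 CPM (n = 3) in Cabernet Sauvignon. It ended at 2.59 ± 1.74 CPM (n = 3) and 4.89 ± 5.57 CPM (n = 3). The log2 fold changes were -11.16 ± 1.7 (SE) in V. amurensis, -7.70 ± 1.21 in V. riparia, -11.00 ± 0.967 in Cabernet Sauvignon and -8.60 ± 0.846 in Riesling. At day 1 its log2 fold change already lay between -3.275 and -2.853 in the 4 genotypes. Vitvi07g02242 was at 621 ± 210 CPM (SD, n = 4) on day 0 in V. riparia and at 3.61 ± 3.93 CPM (n = 3) on day 12, a log2 fold change of -7.51 ± 0.9 (SE). The largest edgeR adjusted p over these decreases was 1.65e-06. All log2 fold changes of the 4 genes kept their sign and their side of the threshold in the 80 values recomputed under 5 alternatives. By the same rule at day 1, the 4 top genes changed by 4.59 to 7.68 upward and by -4.20 to -2.64 downward on the log2 scale.

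Wild and cultivated vines were compared at day 0 with 11 wild and 6 cultivated libraries, from 2 genotypes per class. The wild libraries include near copies. The error in this test is the spread among libraries of the same genotype and day. Here and in the change to day 9, it does not measure the spread among genotypes of a class. Of 20218 genes, 6302 differed, with 2995 higher and 3307 lower in the wild genotypes. The other ways to part the 4 genotypes into pairs gave 2544 and 2939 genes in the same fit. Within the classes, V. amurensis and V. riparia differed in 6182 genes, and Cabernet Sauvignon and Riesling in 668. With the replicate block the wild against cultivated count was 5776. Pairing was measured between days within a genotype only, so whether replicate numbers pair libraries of different genotypes on day 0 is not known. Requiring a difference of at least 2-fold moved the wild against cultivated count most, to 4047 genes.

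The change from day 0 to day 9 differed between the classes in 3930 genes, 1995 with a more positive and 1935 with a more negative change in the wild genotypes. The block fit gave 3814 (pairing 0.0196 between days 0 and 9). The other ways to part the genotypes gave 543 and 654 genes. V. amurensis and V. riparia differed in their change in 2961 genes and the cultivars in 9. V. amurensis differed from Cabernet Sauvignon in 3676 genes and from Riesling in 3036, and V. riparia differed from them in 1404 and 1029. In 3663 of the 3930 genes the signed log2 changes of both wild genotypes lay above, or both below, those of both cultivars. This includes genes that changed more in the cultivars. The genes were selected by the class difference, so a high share of this kind follows in part from that choice. Both classes changed in the same direction with the larger change in the wild genotypes in 1567 genes, and with the larger change in the cultivars in 777. The classes moved in opposite directions in 1586 genes. In libraries with a no-feature share of at most 25% the interaction covered 2527 genes. With day 5 in place of day 9 it covered 4042 genes, but the cultivar libraries of day 5 are among those whose markers differ from the label. The 2 most positive eligible interactions ran from 5.825 to 6.001 on the log2 scale and the 2 most negative from -7.90 to -7.12.

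The common axis took up 63.2% of the variance around the day 0 means, and the next component took up 9.18%. On this axis V. amurensis moved from 0.321 ± 0.0273 (SD, n = 3) at day 1 to 0.837 ± 0.0234 (n = 3) at day 5 and 0.936 ± 0.0171 (n = 3) at day 9. V. riparia had 0.225 ± 0.0605 (SD, n = 3), 0.549 ± 0.00722 (n = 3) and 0.816 ± 0.1 (n = 3) on those days. Cabernet Sauvignon reached 0.728 ± 0.0709 (SD, n = 3) and Riesling 0.691 ± 0.127 (n = 3) at day 9. Over the 10 shared days the slope was 0.0870 ± 0.00807 score units per day (SE, 32 libraries) in V. amurensis, 0.0829 ± 0.00485 (37 libraries) in V. riparia, 0.0648 ± 0.00562 (33 libraries) in Cabernet Sauvignon and 0.0610 ± 0.00535 (33 libraries) in Riesling. Each wild slope exceeded each cultivated slope, by 0.0181 to 0.0260, with an adjusted permutation p of 0.0205 for each of the 4 differences and raw values from 0.00693 to 0.0137. The wild slopes differed from each other by 0.00416 and the cultivated ones by 0.00374, each with an adjusted permutation p of 0.545. These calls lay close to the threshold. With the replicate number as a block (pairing 0.0112 over all days) the slopes were 0.0831, 0.0805, 0.0651 and 0.0610, and the V. amurensis differences from the cultivars, 0.0180 and 0.0221, had an adjusted permutation p of 0.0643. Within libraries of at most 25% no-feature share the 4 differences ran from 0.0168 to 0.0253, with an adjusted permutation p of 0.0522. On days 0 to 5 alone V. amurensis had a slope of 0.164 and differed from V. riparia by 0.0564 (adjusted permutation p = 0.00735). V. riparia did not pass there against Cabernet Sauvignon or Riesling (adjusted permutation p = 0.909 and 0.71). The cultivar libraries of day 5 carry the other cultivar's markers, and the slopes of days 0 to 5 were not recomputed without them.

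**Figure D5:**
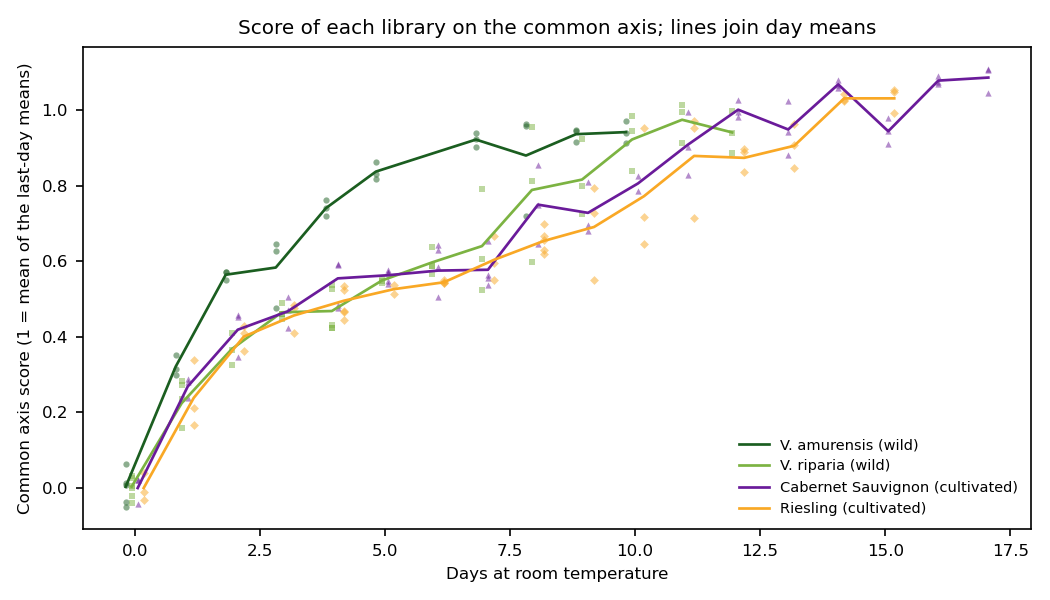
Score on the common axis (vertical axis, in units of the mean of the 4 last-day means) against days at room temperature (horizontal axis), with a point per library, slightly shifted by genotype, and lines through day means. V. amurensis is at 0.837 on day 5, when the other genotypes lie between 0.5262 and 0.563, and the cultivars reach 0.728 and 0.691 at day 9.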

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

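The slope differences between genotypes were set beforehand. The tests of these slopes within subsets by depth, no-feature share and markers were chosen after the results were seen. So were those of wild read loss, of depth in V. riparia day 4 and of other divisions of the genotypes.

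The change from day 0 to day 9 differed between wild and cultivated vines in 3930 genes by the interaction term. Of the genes that changed the same way in both classes, 1567 changed more in the wild genotypes and 777 more in the cultivars. A constant loss of wild reads in alignment cancels in the change from day 0, so these numbers cannot test it, and the pattern cannot be told apart from a loss that varies between days. A hypothesis is that the wild genotypes were farther along a shared course at day 9. If so, these genes should differ in the direction in which the cultivars went on to change between day 10 and their last day. That held for 84.95% of the genes with a later estimate, 3302 of 3887, and the correlation across genes was 0.737 there and 0.561 over all 19580 tested genes. Genes are not independent replicates, so no p is given. The comparison shares no libraries between its sides. The split by class gave more genes than the other splits of the 4 genotypes (1 of 3 splits, and at day 0 also 1 of 3), but 3 splits cannot give a share under 0.05. Class alone does not describe the pattern. V. riparia differed from Cabernet Sauvignon in 1404 genes and from Riesling in 1029, fewer than the 2961 in which it differed from V. amurensis, whereas V. amurensis differed from the cultivars in 3676 and 3036. Class, growing site and V. vinifera against the other species cannot be separated in these samples, and the count dropped to 2527 in libraries with a no-feature share of at most 25%.

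Slopes on the common axis differed between each wild and each cultivated genotype. V. amurensis exceeded Cabernet Sauvignon by 0.0223 and Riesling by 0.0260, and V. riparia exceeded them by 0.0181 and 0.0219. Without libraries under 1000000 gene counts the differences ran from 0.0171 to 0.0191 with a highest adjusted permutation p of 0.052. Within libraries of at most 25% no-feature share they ran from 0.0168 to 0.0253 with 0.0522. In both cases the differences kept most of their size and lost their side of the threshold. Low depth or a possible late batch, which the labels do not name, can therefore not be told apart from them as contributors. Without the libraries whose markers differ from the label they ran from 0.0218 to 0.0268 with an adjusted permutation p of at most 0.0481, so exchanged labels do not account for them.

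The no-feature and non-unique records are outside the gene counts used in the comparisons. The highest no-feature share was 69.04%, in V. riparia day 4 replicate 1, and replicate 4 of that day had 68.4%. Low depth does not account for it, since the shallowest library of the group, replicate 2, had 13.49%. The 10 genes with the most counts were shared by both libraries (10 of 10) and took 52.2% and 49.3% of their counts. The same genes took 1.02% to 4.03% in the other libraries of that day, but they were not chosen there. The own 10 top genes of those libraries took 5.57% to 7.85%. Replicates 1 and 4 had a chi-square per gene of 4.45 with each other, against 28.5 to 261 with the other libraries of that day. Their BCV was 0.296, so they are not near copies by the rule used. Whether they are the same sample was not tested, and their agreement cannot count as independent. In these libraries a large share of counts in a few genes goes together with the loss. Contamination or degraded RNA were not tested and could also lead to this. No biological explanation was tested. The highest share of non-unique records was 60.55%, in Cabernet Sauvignon day 7 replicate 2 (95% Wilson interval from 60.5% to 60.7%), a library of 263961 gene counts. V. riparia day 4 replicate 2, the shallowest library, had 43.6%. No explanation was tested for the non-unique records.

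Of 39 combinations of group and measure with 4 to 10 libraries, 5 had a library far from the others, where chance gives 2. The no-feature share was 22.38% in Cabernet Sauvignon day 4 replicate 2 against 10.8% to 12.6% in the rest, and 23.86% in Riesling day 4 replicate 2 against 9.22% to 12.6%. The Riesling library is among the 3 that carry markers of both cultivars. The share was low in Cabernet Sauvignon day 7 replicate 2, at 9.313% against 13.9% to 14.7%, and in V. riparia day 0 replicate 2, at 9.857% against 17.1% to 17.9%. In the Cabernet Sauvignon library 60.55% of records were non-unique, against 10.7% to 13.3% in the others of that day. Non-unique records are part of the total and lower the no-feature share, so its value does not show a small loss outside genes. V. riparia day 0 replicate 5 had 16229199 gene counts against 1257186 to 5021123 in the others. Near copies narrow the range of such groups and make a gap easier to reach. No group of the design divides libraries of one day, so no biological explanation was tested for these.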

How the results depend on the processing

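The numbers of genes past the threshold kept within 1.5 times of their value in most fits. The 58 numbers recomputed with RLE, with the replicate block and with the no-feature share as a covariate moved by 0.990 to 1.06, 0.766 to 1 and 0.933 to 1.05 times. DESeq2 gave 1 to 1.21 times and no filter 0.795 to 1.05 times over 17 numbers, and dropping libraries under 1000000 gene counts 0.989 to 1.15 times over 14. Numbers that moved farther were these. Fits to the compared days alone gave 6961 genes for Cabernet Sauvignon and 5567 for Riesling at day 9, and 3079 shared genes at day 9. Near copies summed gave 3038 genes for V. riparia at day 1. Libraries of at most 25% no-feature share gave 3077 genes for V. riparia at day 1, 801 shared genes at day 1, and 2527 genes for the wild against cultivated change. An absolute log2 value of at least 1 gave 785 shared genes at day 1 and 4047 genes for wild against cultivated at day 0. The cause was not tested for any of these.

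Leaving out a library in turn was tried for the counts of days 1, 9 and last, the shared genes and the wild against cultivated comparisons. None of these numbers of genes changed by more than 1.5 times. The shared last-day genes ran from 6959 to 7512 over 29 fits, wild against cultivated at day 0 from 5228 to 6466 over 17 and its change to day 9 from 3087 to 4513 over 29.

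The slopes moved by more than their spread over replicate numbers in V. amurensis with the replicate block (0.0831), with 500 genes (0.103), without libraries under 1000000 gene counts (0.0838) and with near copies summed (0.0844), and ran from 0.0832 to 0.0907 when a replicate number was left out. On days 0 to 5 the slopes were 0.164 in V. amurensis, 0.108 in V. riparia, 0.0995 in Cabernet Sauvignon and 0.101 in Riesling. There the difference between the cultivars reversed to -0.00138 (adjusted permutation p 0.91). The cultivar libraries of day 5 in this fit carry the other cultivar's markers, so the reversal cannot be told apart from exchanged labels.

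The wild and cultivated slopes lost their side of the threshold, with the direction kept, in several settings. With the replicate block V. amurensis exceeded Cabernet Sauvignon by 0.0180 and Riesling by 0.0221. In libraries of at most 25% no-feature share the differences were 0.0209 and 0.0253 for V. amurensis and 0.0168 and 0.0212 for V. riparia. Without libraries under 1000000 gene counts they were 0.0174 and 0.0191, and 0.0171 and 0.0188. On days 0 to 5, with the cultivar libraries of day 5 kept under their labels, V. riparia exceeded the cultivars by 0.00844 and 0.00706. When a replicate number was left out, V. amurensis minus Cabernet Sauvignon ran from 0.0174 to 0.0268, V. amurensis minus Riesling from 0.0215 to 0.0286, V. riparia minus Cabernet Sauvignon from 0.0159 to 0.0206 and V. riparia minus Riesling from 0.0199 to 0.0238, and each lost its side in 3 of 6 fits. V. amurensis exceeded V. riparia past the threshold on days 0 to 5 (0.0564) and with 500 genes (0.0216). The cause was not tested.

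Genes that changed one way at day 1 and the other at the last day in V. riparia dropped from 287 to 170 with the block and to 112 with near copies summed. The 80 recomputed values of the named genes kept their sign and side, with a largest shift of 0.87 on the log2 scale. The gene family test and its alternatives were not run, since too few identifiers could be paired with descriptions. The last days of V. riparia, Cabernet Sauvignon and Riesling could not be recomputed within libraries of at most 25% no-feature share, nor day 9 of Riesling, the day 9 genes shared and the wild against cultivated change without libraries under 1000000 gene counts, since too few libraries remain. Depth limits the naming of low genes: the floor reached 17.8 CPM in the shallowest library.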

Other observations

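The tests of reads mixed between cultivars, of a stray index, of near copies, of the genes that part high-share from low-share libraries and of the spread of buds within days were chosen after the results were seen.

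All 21 cultivar libraries of days 5, 8 and 11 carried the markers of the other cultivar. Reads mixed from the other cultivar would give intermediate shares, but the lowest share of the other cultivar was 93.25%. If labels had been exchanged, genes other than markers should differ in the opposite sense on those days. Over 23195 genes, after 483 genes that differed at least 4-fold at days 0 and 1 were set aside, the labelled difference between the cultivars correlated with that of the other days at -0.648 on day 5, -0.699 on day 8 and -0.601 on day 11. Single other days gave 0.511 to 0.691. The tests are consistent with labels exchanged between the cultivars on these 3 days, and the point at which this might have happened cannot be seen from counts. No count of genes at days 1, 9 or last moved by more than 1.13 times without these libraries.

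In 3 other cultivar libraries the markers were mixed. A stray index during sequencing might give different mixtures in a library and its near copy. The other cultivar's share differed by 0.16 percentage points between Cabernet Sauvignon day 6 replicates 1 and 4. If these near copies are one library, a stray index could give the same mixture in both, so this value cannot decide. Riesling day 4 replicate 2 has no near copy, so its mixture cannot be told apart from a stray index. For the Cabernet Sauvignon pair, a mixture before the near copies parted, such as pooled or wrongly assigned tissue, remains a possible explanation and was not tested.

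The 12 near copies may be one RNA sample or library under more than 1 replicate number. Their no-feature shares differed by a median of 0.274 percentage points, against 4.01 in the 95 other pairs of groups with 4 to 6 libraries. That 0 of 128 pairs in groups of 2 or 3 libraries were as close follows from how near copies are defined, so the near copies cannot be told apart from buds that happen to be alike by this comparison. Each near copy involves a replicate number above 3. Summing the pairs reduced the number of genes changed at day 1 in V. riparia from 4927 to 3038.

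In the cultivars from day 12 on the no-feature shares follow the replicate number, with replicates 1 and 3 high and replicate 2 low. On day 9 replicate 2 is the high one in all 4 genotypes, at 29.8% to 38.3%, so the number does not mark one batch throughout. A library batch may explain this, since the contrast of high-share against low-share libraries on days 12 and later correlated at 0.762 across 23678 genes between the cultivars, against 0.485 for replicate 1 against replicate 3. Within days, 502 genes in Cabernet Sauvignon and 751 in Riesling parted the high-share from the low-share libraries, and 407 and 545 of them were higher in the high-share libraries. Genomic DNA in the libraries would raise the number of genes detected. At an equal depth of 969728 counts the high-share libraries showed 82.3 more genes of about 20200 on average, with more in 5 of 10 days and an exact permutation p of 0.527 (two-sided), so this was not seen. With the share as a covariate the number of genes changed at the last day was at least 0.9945 times the number without it. The covariate shifted the log2 fold changes by a median of at most 0.0801, so this does not rule the batch out. The genes that part high-share from low-share libraries within days were at most 0.0564 times the last-day number in the cultivars. In V. riparia the 3 libraries of day 10, at no more than 11.4%, gave 12872 genes against 12783 at the last day, and in V. amurensis those of day 7, at 10.2% to 18.7%, gave 13585 against 13609. A batch that the share marks therefore does not account for most of these genes. The numbers cannot be told apart from a batch that the share does not mark.

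Libraries of one day appeared to spread along the course in the middle of the cultivar series. The direction from day 7 to the last day of one cultivar held 10.7% of the within-day variance of Cabernet Sauvignon on days 9 to 13 and 4.11% on other days, with days 5, 8 and 11 and mixed libraries left out. In Riesling these were 12.3% and 2.10%. The one-sided exact permutation p over days was 0.0849 in Cabernet Sauvignon and 0.00404 in Riesling, or 0.0849 and 0.00808 after adjustment for 2 tests. Buds of one day differing in stage would explain this in both cultivars, but the pattern passed in Riesling alone. The test was chosen after the results were seen, so these p-values describe the spread on days 9 to 13 and cannot decide whether it is real. Within days 9 to 13 the position did not follow the no-feature share (Pearson r -0.176, permutation p 0.506, Spearman rho -0.15, permutation p 0.545, 23 libraries, r -0.0587 without the 2 libraries farthest from the median). It followed the log10 depth, with r 0.673 (permutation p 0.00551, adjusted 0.011) and rho 0.615 (permutation p 0.0108), and 0.587 without the 2 farthest. In the 10 libraries above 25% no-feature share r was 0.83, and in the 13 others 0.695. The spread can therefore not be told apart from an effect of depth, and more RNA in buds farther along could lead to the same relation.

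Some genes changed one way at day 1 and the other at the last day. These were 522 genes in V. amurensis, 287 in V. riparia, 464 in Cabernet Sauvignon and 336 in Riesling. In all 4 genotypes, 7 genes rose and then fell and 5 fell and then rose, where 0.000254 and 0.000116 would be expected if the genotypes were independent. No explanation was tested.

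Other splits of the libraries were counted for each contrast with day 0, among splits that part as many same-numbered pairs of libraries. Only the real split reached the real number of genes in the 12 contrasts at days 1, 9 and last. It was 1 of 8 splits in each contrast of V. amurensis, 1 of 16 at day 1 and 1 of 8 at day 9 and at the last day in V. riparia, and 1 of 4 in each contrast of both cultivars. None of these designs can give a share under 0.05. The largest number from another split was 5266 genes, in V. amurensis at the last day, where day 0 and day 10 libraries remain unevenly mixed. For the genes shared by all genotypes at the last day, 1 of 100 joint splits, the real one, reached 7468, and the next gave 1. Other last-day splits of Riesling gave 0 genes, so a joint split that mixes Riesling must give no shared gene. This share therefore adds no evidence beyond the single contrasts. Splits were not counted for the days between.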
